# MicroRNA profiles following metformin treatment in a mouse model of non-alcoholic steatohepatitis

**DOI:** 10.3892/ijmm.2015.2092

**Published:** 2015-02-06

**Authors:** AKIKO KATSURA, ASAHIRO MORISHITA, HISAKAZU IWAMA, JOJI TANI, TEPPEI SAKAMOTO, MIWA TATSUTA, YUKA TOYOTA, KOJI FUJITA, KIYOHITO KATO, EMIKO MAEDA, TAKAKO NOMURA, HISAAKI MIYOSHI, HIROHITO YONEYAMA, TAKASHI HIMOTO, SHINTARO FUJIWARA, HIDEKI KOBARA, HIROHITO MORI, TOSHIRO NIKI, MASAFUMI ONO, MITSUOMI HIRASHIMA, TSUTOMU MASAKI

**Keywords:** MCD, hepatic steatosis, liver fibrosis

## Abstract

Non-alcoholic steatohepatitis (NASH) is one of the most common causes of chronic liver disease and is considered to be a causative factor of cryptogenic cirrhosis and hepatocellular carcinoma. microRNAs (miRNAs) are small non-coding RNAs that negatively regulate messenger RNA (mRNA). Recently, it was demonstrated that the aberrant expression of certain miRNAs plays a pivotal role in liver disease. The aim of the present study was to evaluate changes in miRNA profiles associated with metformin treatment in a NASH model. Eight-week-old male mice were fed a methionine- and choline-deficient (MCD) diet alone or with 0.08% metformin for 15 weeks. Metformin significantly downregulated the level of plasma transaminases and attenuated hepatic steatosis and liver fibrosis. The expression of miRNA-376a, miRNA-127, miRNA-34a, miRNA-300 and miRNA-342-3p was enhanced among the 71 upregulated miRNAs, and the expression of miRNA-122, miRNA-194, miRNA-101b and miRNA-705 was decreased among 60 downregulated miRNAs in the liver of MCD-fed mice when compared with control mice. Of note, miRNA profiles were altered following treatment with metformin in MCD-fed mice. miRNA-376a, miRNA-127, miRNA-34a, miRNA-300 and miRNA-342-3p were down-regulated, but miRNA-122, miRNA-194, miRNA-101b and miRNA-705 were significantly upregulated in MCD-fed mice treated with metformin. miRNA profiles were altered in MCD-fed mice and metformin attenuated this effect on miRNA expression. Therefore, miRNA profiles are a potential tool that may be utilized to clarify the mechanism behind the metformin-induced improvement of hepatic steatosis and liver fibrosis. Furthermore, identification of targetable miRNAs may be used as a novel therapy in human NASH.

## Introduction

Non-alcoholic steatohepatitis (NASH) is a non-alcoholic fatty liver disease (NAFLD), and patients who have a fatty liver develop inflammation and fibrosis (1). Ten to 20% of NAFLD patients can progressively develop NASH, liver fibrosis, cirrhosis and hepatocellular carcinoma (HCC) (1,2). The natural progression from NAFLD to NASH remains unknown, and the reason for certain NAFLD patients developing steatohepatitis and cirrhosis remains to be elucidated. However, Day and James (3) proposed a ‘two-hit’ model that suggests a second hit is needed to develop NASH.

Although simple hepatic steatosis is the result of the accumulation of various lipids (4) and a benign process in the majority of patients, NASH may reflect different disease entities. Notably, NASH patients with less steatosis first exhibit inflammation (2). In addition, inhibition of hepatic tissue necrotic factor a (TNFα) improves steatosis in *ob/ob* mice (5,6), and decreasing the expression of interleukin-10 (IL-10) derived from Kupffer cells can improve hepatic steatosis (7). Lipid accumulation may be caused by a stress response that is induced by the inflammation of hepatocytes. Tilg and Moschen (1) reported that inflammatory mediators derived from various tissues, especially from the gut and adipose tissue, may play a central role in the cascade of inflammation and fibrosis.

Metformin was introduced into clinical practice as an oral biguanide drug for the treatment of type 2 diabetes in the 1950s (8). It inhibits glucose production in the liver and improves hyperglycemia. Findings of several recent reports showed that metformin has various effects on non-alcoholic steatohepatitis (9,10). Metformin prevented and reversed steatosis and inflammation caused by NASH without affecting peripheral insulin resistance (10). However, the mechanism underlying this improvement of steatosis, inflammation and fibrosis remains unknown.

miRNAs are non-coding RNAs that are 20–25 nucleotides in length, and they have been shown to negatively regulate mRNA expression in animals, plants and viruses (11). In general, miRNAs bind to the 3′-untranslated region of protein coding genes and inhibit gene expression (12). Findings of previous studies have identified a critical role for miRNA in human NASH (13,14) and HCC (15). These data suggest that miRNAs have the potential use as a therapeutic target for preventing disease progression and prognosis in NASH patients. However, the miRNA profiles following metformin treatment in a mouse model of NASH remain unclear.

In the present study, we analyzed the miRNA expression pattern to elucidate the mechanism of action and efficacy of metformin using an experimental non-diabetic model without affecting peripheral insulin resistance.

## Materials and methods

### Chemicals

Metformin (metformin hydrochloride) was purchased from Wako Pure Chemical Industries, Ltd., Tokyo, Japan.

### Animal model and experimental design

Eight-week-old male C57BL/6N mice were purchased from CLEA Japan Inc. Mice were housed for 15 weeks on a 12-h light/dark cycle, and food and water were accessible *ad libitum*. Mice were fed either a methionine- and choline-deficient (MCD) diet (Oriental Yeast, Tokyo, Japan) or a normal diet. Mice were divided into three experimental groups and fed for 15 weeks. Group 1 was given a methionine- and choline-deficient (MCD) diet (MCD, n=10). Group 2 was fed an MCD diet with 2.4 mg/day metformin (Wako Pure Chemical Industries) (MCD + metformin, 2.4 mg/day, n=10). Group 3 was fed normal chow (NC, n=7). Group 2 was fed with an MCD diet and treated with 2.4 mg/day metformin given in the drinking water. The dose of metformin was calculated at 2.4 mg/mouse/day and corresponds to 4,800 mg/60 kg in a human. Group 3 was fed a standard diet and received untreated drinking water *ad libitum*. The mice were fed for 15 weeks to recreate the advanced stages of steatohepatitis. After 15 weeks on each diet, the mice were euthanized and the liver and body weight were measured. Livers were fixed in 10% formalin or flash frozen in liquid nitrogen for histological analysis. The samples were stored at −80°C until further analysis. All animal procedures were performed in accordance with the guidelines of the Committee on Experimental Animals of Kagawa University, Kagawa, Japan.

### Blood sampling and analysis

Blood samples were obtained from the right ventricle, and the levels of AST, ALT and ALP were measured by an autoanalyzer (TBA-200FR NEO; Toshiba Medical Systems Corp., Tokyo, Japan).

### Histological evaluation and immunohistochemistry

To determine whether metformin decreased MCD-induced steatosis and fibrosis in the liver, Oil red-O and Azan staining was performed, respectively. In all the experimental groups, 5-*μ*m sections of formalin-fixed and paraffin-embedded liver samples were processed for Azan staining. Oil red-O staining was also performed with all the liver samples to estimate the degree of hepatic steatosis. Areas of the digital photomicrographs were quantified with a computerized image analysis system (ImageJ).

### Analysis of miRNA microarrays

The total RNA of each liver sample was extracted using a miRNeasy Mini Kit (Qiagen, Tokyo, Japan) according to the manufacturer’s instructions. Total RNA was measured using an RNA 6000 Nano kit (Agilent Technologies, Tokyo, Japan). The samples were labeled using a miRCURY Hy3/Hy5 Power Labeling kit and were hybridized on a mouse miRNA Oligo chip (v. 17.0; Toray Industries, Inc., Tokyo, Japan). Scanning was conducted with a 3D-Gene Scanner 3000 (Toray Industries). 3D-Gene extraction version 1.2 software (Toray Industries) was used to read the raw intensity of the image. To determine the change in miRNA expression between the metformin-treated and control samples, the raw data were analyzed via GeneSpring GX v10.0 (Agilent Technologies). The samples were first normalized relative to the 28S RNA level and then baseline-corrected to the median of all the samples.

Replicate data were consolidated into two groups, including those from metformin-treated animals and those from control animals. The data were organized using the hierarchical clustering and analysis of variance (ANOVA) functions in the GeneSpring software. Hierarchical clustering was completed using the clustering function (condition tree) and a Euclidean correlation as a distance metric. A two-way ANOVA and asymptotic P-value computation without any error correction was performed on the samples to search for the miRNAs that varied most prominently across the different groups. The P-value cut-off was set to 0.05. Only changes >50% for at least one of the time-points within each sample were considered significant. All the analyzed data were scaled by global normalization. The statistical significance of differentially expressed miRNAs was analyzed by the Student’s t-test. Our microarray data in the present study were submitted as a complete data set to the NCBI Gene Expression Omnibus (GEO) no.: GSE55593; control vs. MCD (http:ncbi.nlm.nih.gov/=GSE55593) and no.: GSE55523; MCD vs. MCD + metformin (http:ncbi.nlm.nih.gov/=GSE55523).

### Heatmap

To show alterations in the expression level of nine miRNAs, we created a heatmap in which each cell represents the expression level of each miRNA for four individual subjects from the MCD-fed mice that were treated with and without metformin. The heatmap was color-coded according to a log 2-transformed expression level. The center level of the color code was set as the median value for all the values used to create the heatmap. Thus, white was considered the mean number; red, an increase and blue, a decrease in the heat map.

### Statistical analysis

Data are shown as the means ± standard deviation (SD). Statistical significance was defined as P<0.05 for the unpaired t-test and as P<0.025 for the Bonferroni corrections.

## Results

### Metformin attenuates the development of MCD-induced NASH

To determine the effect of metformin on the development of NASH, mice were fed an MCD or normal diet. In MCD-fed mice, the levels of plasma ALT, AST and ALP were higher than those for mice fed a normal diet. Treatment of MCD-fed mice with metformin significantly attenuated this increase (P<0.025; significant differences were confirmed with a Bonferroni correction) (Fig. 1A). In the present study, the liver/body weight ratio was not significantly different between MCD-fed mice treated with and without metformin (Fig. 1B). To determine whether metformin decreased MCD-induced liver steatosis, Oil red-O staining was completed. Consistent with the results from the plasma ALT, AST and ALP levels, MCD-fed mice treated with 2.4 mg metformin showed significantly suppressed development of MCD-induced liver steatosis by 75% (9.91±2.03 vs. 2.51±0.70%, P<0.001) (Fig. 2). These results suggested that metformin suppressed the inflammation and steatosis induced by MCD.

### Liver fibrosis is suppressed by metformin

Histological analysis of the liver was performed to determine whether the liver fibrosis induced in MCD-fed mice was inhibited by metformin. Perivenular fibrosis was detected around the central vein in MCD-fed mice. By contrast, metformin treatment significantly downregulated the extent of perivenular fibrosis (Fig. 3).

### miRNA expression in the liver tissue of MCD-fed mice

To elucidate the miRNA profiles during the development of NASH, we analyzed the expression levels of 1,135 mouse miRNA probes using liver tissue from control and MCD-fed mice. As shown in Table IA, 71 miRNAs were significantly upregulated, and 60 miRNAs were downregulated in MCD-fed mice. Unsupervised hierarchical clustering analysis using a Pearson’s correlation showed that MCD-fed mice clustered separately from the control group (Fig. 4). These subsets of 131 miRNAs exhibited significant alterations in their expression levels between the MCD-fed and control mice.

### Differences in miRNA expression in liver tissue from mice treated with metformin

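Liver RNA from 4 mice fed the methionine- and choline-deficient (MCD) diet for 15 weeks and from 4 MCD-fed mice given 2.4 mg/day metformin in the drinking water for 15 weeks was hybridised, 1 array per liver. The MCD diet is used to induce steatohepatitis in mice, and metformin is an oral biguanide. Each array of the mouse miRNA Oligo chip held 3136 spots, of which 1135 were miRNA probes, 1096 for miRNAs of the mouse and 39 for miRNAs of murine viruses, each spotted 1 time. The other spots included 1818 blank spots and 24 negative control spots. The authors read the raw intensity of each spot with the 3D-Gene extraction software, and the methods name normalization to 28S RNA, baseline correction to the median and global normalization. The arrays are 1-colour arrays, with a signal and a local background for each spot, and 0 probe names contained 28S, so the 28S step was not repeated. The authors' deposited table of normalized values is on a linear scale: on each array it is the signal minus the trimmed mean of the blank spots, scaled so that the median of the listed probes is 45 on every array, with 57 to 173 dim probes left empty per array. No centring of probes was found in it.

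For the values given here, the deposited scanner signals were background-corrected with normexp of limma (offset 50), taken to log2 and shifted so that the median of the 451 probes detected on all 8 arrays was equal between arrays. A probe was called detected on an array when its signal exceeded the mean of the blank spots by 2 SD, and the 1070 probes detected on at least 4 arrays were tested with limma without pairing. From 868 to 970 probes (median 948) were detected on the MCD arrays and from 848 to 1018 (median 914) on the metformin arrays. This threshold was a lenient one, since 20 to 31 of the 39 viral probes also passed it on each array, whereas only 198 to 284 probes exceeded the mean of the negative control spots by 2 SD. The choice of background and of scaling could therefore change the values of many dim probes. The median local background was 159 ± 2.94 (SD, n = 4) on the MCD arrays and 139 ± 3.30 (SD, n = 4) on the metformin arrays, with no overlap (exact permutation test, p = 0.0286). All MCD arrays also lay at 3680 to 3690 in the vertical coordinates of the scanned image and all metformin arrays at 35240 to 35270, so that array position and treatment cannot be told apart. The number of arrays limits the precision: the smallest p of an exact permutation test of 4 arrays against 4 is 0.0286.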

miRNA profiles were examined in MCD-fed mice after metformin treatment. 

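The miRNAs with the strongest evidence of a lower signal in MCD-fed mice treated with metformin were mostly members of the imprinted Dlk1-Dio3 cluster. Of the 10 probes with the smallest p among the lower ones, 8 belong to it: miR-376a, miR-376b, miR-299*, miR-154*, miR-337-3p, miR-410, miR-379 and miR-411. The others are miR-21, a miRNA raised in many fibrotic tissues, and miR-342-3p. The signal of miR-21 was 4504 ± 1362 (SD, n = 4) in MCD-fed mice and 2616 ± 309 (SD, n = 4) with metformin, a log2 fold change of -0.70 (standard error 0.17), and 3 of the 4 metformin arrays lay below every MCD array. That of miR-379 was -0.95 (standard error 0.26) and that of miR-376b was -0.80 (standard error 0.19). Among the higher probes the smallest p values belonged to miR-194 and miR-122, followed by miR-1960, miR-5113, miR-187*, miR-367*, miR-30a*, miR-296-5p, miR-335-5p and miR-705, with log2 fold changes between 0.36 and 0.52. Only 5 of these 10 and 2 of the 10 lower ones exceeded the negative control spots on all 8 arrays.

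Of the 1070 probes tested, 68 were higher and 33 lower with metformin at an unadjusted p under 0.05 from limma, where chance alone gives 53.5 on average. None passed an adjusted p of 0.05 from limma, the smallest adjusted p being 0.195, and the methods' t-test gave 51 higher and 32 lower at its unadjusted threshold and 0 after Benjamini-Hochberg adjustment. With a fold of at least 1.5 as well, 4 probes were higher and 8 lower, but 22 and 19 with offset 0 and 28 and 52 in the deposited table; this count of 12 was 7 without MCD replicate 2. In 51 probes, or 4.77% of those tested, the groups did not overlap, against 2.86% on average by chance. Of the 35 splits of the 8 arrays into 4 and 4, 2 gave at least the 101 unadjusted calls of the real one. Chance is therefore not excluded for that count. The balance of directions depended on the scaling: quantile normalization gave 43 higher and 50 lower probes, and no scaling gave 24 and 60. Without MCD replicate 4, 9 probes were lower at an adjusted p under 0.05 from limma (miR-376a, miR-21, miR-376b, miR-379, miR-411*, miR-299*, miR-154*, miR-410 and miR-136, the smallest adjusted p being 0.00212), whereas leaving out any other array gave 0.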

As shown in Table IB, 23 miRNAs were significantly upregulated, and 25 miRNAs were downregulated in MCD-fed mice treated with metformin. Unsupervised hierarchical clustering analysis using a Pearson’s correlation showed that MCD-fed mice without metformin clustered separately from the MCD-fed mice treated with metformin (Fig. 5). These subsets of 48 miRNAs exhibited significant alterations in their expression levels between the MCD-fed mice with or without metformin. 

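With the 48 miRNAs of Table IB, average-linkage clustering on Pearson's correlation put the 4 MCD arrays on one side of the first split and the 4 metformin arrays on the other, with 0 arrays out of place. miRNAs whose groups did not overlap included miR-410, whose signal was 271 to 339 in MCD-fed mice and 243 to 262 with metformin, miR-337-3p (295 to 322 and 246 to 276) and miR-1249 (300 to 328 and 330 to 337). There were 22 such miRNAs among the 48, judged on the normalized values. The signals given here are before background correction, and the local background was also lower on the metformin arrays (139 against 159). The 48 miRNAs had been selected on these same arrays for their difference between the groups, so the separation is not independent evidence of it. The paper's methods name a Euclidean metric for the clustering, whereas its results name Pearson's correlation. With Euclidean distance 1 array fell on the wrong side, as it did with Pearson's correlation when metformin replicate 1, 2 or 3 was left out.

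When all 1070 tested probes were used, the first split did not follow the treatment. MCD replicates 1 and 3 then lay with metformin replicates 1 and 4, and MCD replicates 2 and 4 with metformin replicates 2 and 3, which leaves 4 arrays out of place. Euclidean distance on all tested probes set MCD replicate 3 apart from the other 7 arrays. The correlation between arrays, across probes, was 0.959 to 0.976 (median 0.970) for the 12 pairs within a group and 0.948 to 0.975 (median 0.966) for the 16 pairs between groups.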

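All 48 miRNAs of Table IB had the direction of the table in the normalized scanner values, with log2 fold changes between 0.11 and 0.52 for the 23 upregulated and between -1.08 and -0.08 for the 25 downregulated miRNAs. The downregulated side holds 10 members of the Dlk1-Dio3 cluster, among them miR-434-5p (log2 fold change -0.40, standard error 0.14) and miR-541 (-0.34, standard error 0.14), and the upregulated side 1, miR-380-3p (0.17, standard error 0.12). Of the 48, miR-376a, miR-379 and miR-21 reached both an unadjusted p under 0.05 and a fold of 1.5; with offset 0, which shrinks dim probes less, 9 did, and in the deposited table 27. At an unadjusted p under 0.05 from limma, 13 of the upregulated and 15 of the downregulated miRNAs passed, and none did after adjustment. The smallest change on the downregulated side was that of miR-221* (log2 fold change -0.08, standard error 0.10) and on the upregulated side that of miR-1929 (0.11, standard error 0.11).

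The miRNAs were chosen on these arrays, so their common direction is not independent evidence. Most of them are dim. miR-122, miR-194, miR-101b, miR-705, miR-296-5p, miR-21, miR-342-3p and miR-34a are the 8 whose signal exceeded the negative control spots on all 8 arrays. For comparison, miR-487b had a signal of 289 ± 7.68 (SD, n = 4) in MCD-fed mice and 269 ± 6.40 (SD, n = 4) with metformin. These signals are before background correction, and the local background was also lower on the metformin arrays. After normalization the log2 fold change of miR-487b was -0.11 (standard error 0.10, unadjusted p = 0.288 from limma). Of the 101 probes past the unadjusted threshold in all, 28 are in Table IB and 73 are not.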

Notably, miR-122, miR-194, miRNA-101b, and miRNA-705 were upregulated and miRNA-376a, miRNA-127, miRNA-34a, miRNA-300 and miRNA-342-3p were downregulated in the liver tissue of MCD-fed mice treated with or without metformin (Table IB and Fig. 6). 

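miR-122, the liver-specific miRNA, had a scanner signal of 18190 ± 1178 (SD, n = 4) in MCD-fed mice and 23620 ± 3297 (SD, n = 4) in MCD-fed mice treated with metformin, a log2 fold change of 0.44 (standard error 0.11). miR-194, which is also abundant in hepatocytes, had signals of 2425 ± 330 and 3274 ± 541 (SD, n = 4 each) and a log2 fold change of 0.52 (standard error 0.13). The log2 fold changes were 0.38 for miR-705 and 0.26 for miR-101b, whose signals in MCD-fed mice were 350 ± 34.2 and 549 ± 31.7 (SD, n = 4). For miR-122, miR-194 and miR-705 the normalized value of every metformin array lay above that of every MCD array (exact permutation test, p = 0.0286), and for miR-101b this held for 3 of the 4 (exact permutation test, p = 0.0571).

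On the downregulated side miR-376a had a signal of 472 ± 122 (SD, n = 4) in MCD-fed mice and 287 ± 41.8 (SD, n = 4) with metformin, a log2 fold change of -1.08 (standard error 0.24). Its values overlapped between the groups, since MCD replicate 4 and metformin replicate 1 both had a signal of 324. miR-34a, a target of p53 that represses SIRT1, had a log2 fold change of -0.46 (standard error 0.15). The log2 fold changes were -0.45 for miR-127, -0.42 for miR-342-3p and -0.29 for miR-300. Exact permutation tests gave p = 0.0286 for miR-342-3p, 0.0571 for miR-376a and miR-300, and 0.0857 for miR-127 and miR-34a.

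All 9 passed an unadjusted p of 0.05 from limma and none passed after adjustment over the 1070 probes, with adjusted p values from limma of 0.195 for miR-122, miR-194, miR-376a and miR-342-3p, 0.317 for miR-705 and miR-34a, 0.350 for miR-127, 0.407 for miR-300 and 0.453 for miR-101b. Without MCD replicate 4 the adjusted p of miR-376a from limma was 0.00212. A filter chosen after seeing the data kept only the 221 probes above the negative control spots on at least 4 arrays. It also rescaled each array, on the probes above these spots on all 8 arrays, so filter and scaling changed together. The log2 fold change of miR-376a went from -1.08 to -1.20 and that of miR-34a from -0.46 to -0.575. Their adjusted p values from limma were then 0.00969 and 0.049. Over all alternatives these adjusted p values ranged from 0.00212 to 0.609 for miR-376a and from 0.049 to 0.615 for miR-34a. In the deposited table none of the 4 upregulated miRNAs passed the unadjusted threshold of limma. The methods' t-test on that table, over the probes listed on all 8 arrays, called all 48 miRNAs of Table IB, these 4 included. This setting was chosen after seeing the data. With the filter on the negative control spots, whose rescaling lowered every log2 fold change, miR-194 was the only one of these 4 that passed the unadjusted threshold of limma. With quantile normalization the log2 fold change of miR-122 is 0 by construction, since it had rank 3 in brightness on all 8 arrays. miR-376a and miR-127 exceeded the negative control spots on 6 arrays and miR-300 on 2.

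**Figure D1:**
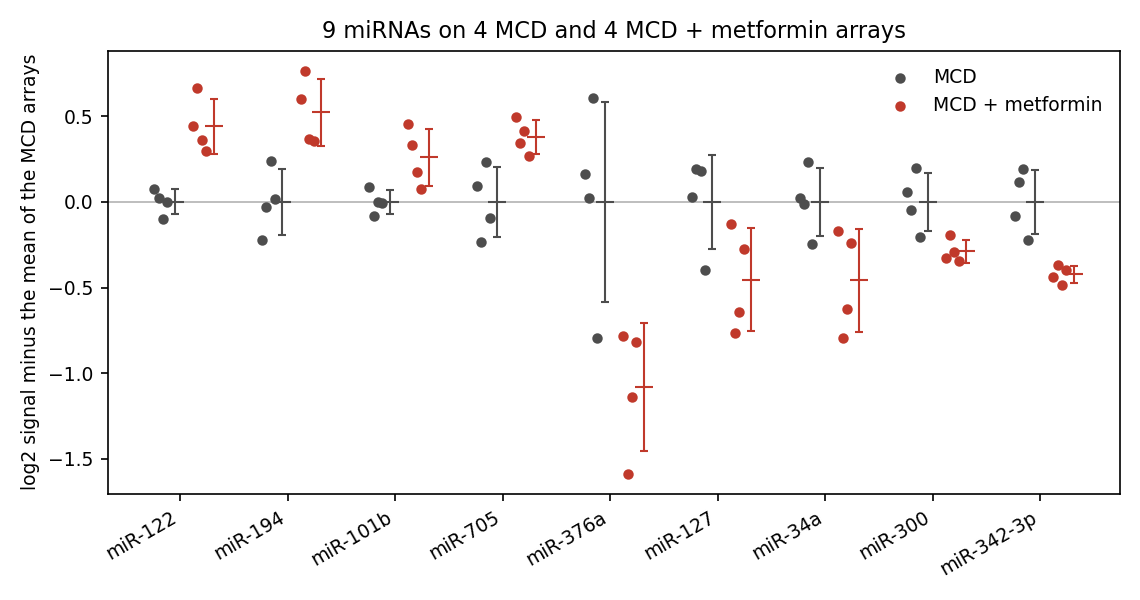
Normalized log2 signal of each array minus the mean of the 4 MCD arrays, for the 9 miRNAs. Points are arrays, and bars show the mean ± SD of each group of 4. For miR-122, miR-194 and miR-705 the metformin points lie above all MCD points and for miR-342-3p below, whereas those of miR-101b, miR-376a, miR-127, miR-34a and miR-300 overlap with them.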

The four upregulated miRNAs, i.e., miR-122, miR-194, miRNA-101b and miRNA-705, in mice treated with or without metformin were consistent with four of the 60 downregulated miRNAs from the control group and MCD-fed mice. The five downregulated miRNAs i.e., miRNA-376a, miRNA-127, miRNA-34a, miRNA-300 and miRNA-342-3p, were identical to five of the 71 upregulated miRNAs in control and MCD-fed mice.

## Discussion

Most cases of NAFLD remain free of inflammation, with only 10–20% of these patients developing inflammation and fibrosis (1). Therefore, NASH is thought to be the progressive form of NAFLD. Various hits, such as endoplasmic reticulum stress, adipocytokines, and innate immunity derived from the gut and/or the adipose tissue, may promote liver inflammation (1). Lin *et al* (6) reported that metformin was effective at reversing fatty liver disease most likely via the reduced production of tumor necrosis factor in hepatocytes. Additionally, Kita *et al* (10) demonstrated that metformin can prevent and reverse the development of steatosis and inflammation in the liver of a NASH dietary mouse model. However, the mechanism of metformin-induced inhibition of NASH development remains unclear. To elucidate the relationship between miRNA and NASH development, miRNA profiles were determined following metformin treatment in a non-diabetic mouse model of nonalcoholic steatohepatitis.

Of a number of upregulated miRNAs, miRNA-376a, miR-127, miR-34a, miR-300, miR-342-3p were downregulated following metformin treatment in MCD-fed mice. 

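miR-376a, miR-127 and miR-300 are encoded in the imprinted Dlk1-Dio3 cluster, a large group of miRNAs transcribed from the maternal chromosome. The list of this cluster had 97 tested probes, of which 15 were lower and 1, miR-543* (0.35, standard error 0.14), was higher with metformin at an unadjusted p under 0.05 from limma. After adjustment over all probes none passed, and 9 were lower when adjusted over the list alone. Besides the members in Table IB, these 9 included miR-376b, miR-299* (log2 fold change -0.65, standard error 0.16), miR-154* (-0.54, standard error 0.14), miR-411 (-0.64, standard error 0.18) and miR-379* (-0.49, standard error 0.14). The other members were spread around 0, so that the median log2 fold change of the list was -0.05 and its mean -0.09. The median was -0.01 without MCD replicate 2, 0.005 with plain subtraction, which turns its sign, and -0.69 with the filter on the negative control spots, which was chosen after seeing the data. That filter tests fewer members and also rescales the arrays, which lowers every log2 fold change. Of the miR-34 family, miR-34a was the only member of 4 past the unadjusted threshold, and the others had log2 fold changes of 0.20 (miR-34b-5p), 0.17 (miR-34c) and -0.18 (miR-34b-3p).

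The set test camera of limma gave the Dlk1-Dio3 list an adjusted p of 1.4e-05 with a preset correlation, and an adjusted p of 0.169 with an estimated correlation; for the miR-34 family the adjusted p was 0.492. The paper's tables had been read when the lists were written, and 10 of its downregulated and 1 of its upregulated miRNAs in Table IB belong to the cluster, so the list is not independent evidence of its direction. Table IA lists 12 of the 97 tested probes, most of them as upregulated. If Table IA rests on the same MCD arrays, lower values with metformin are more frequent for these upregulated ones without any effect. Most members of the cluster are dim: miR-494 (log2 fold change 0.12, standard error 0.12) was the only one above the negative control spots on all 8 arrays. Over the 8 members above them on at least 4 arrays, a subset chosen after the values were seen, the mean log2 value against the MCD mean was -0.44 on MCD replicate 4, within the range of the metformin arrays (-0.80 to -0.27). As for all probes, the position of the arrays cannot be told apart from the treatment here.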

Recently, miR-376a downregulation has been shown to be associated with arsenic trioxide (ATO)-induced apoptosis in human retinoblastoma cells (16). In addition, the downregulation of miR-127 facilitates hepatocyte regeneration after partial hepatectomy (17). Furthermore, miR-34a, which directly targets sirtuin 1 (SIRT1), were inhibited by ursodeoxycholic acid (UDCA) in the rat liver and activated by disease severity in human NASH (18). Taken together, it is suggested that metformin suppresses steatosis, inflammation and fibrosis in the liver of MCD-fed mice through metformin-induced down-regulation of these miRNAs.

By contrast, miRNA-122 and miRNA-194 were significantly upregulated by metformin out of the nine miRNAs that were downregulated in the NASH liver of MCD-fed mice. 

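miR-122 and miR-194 belong to a list of miRNAs that are abundant in hepatocytes. All 8 probes of the hepatocyte list had a positive log2 fold change with metformin, and 6 of them were higher at an unadjusted p under 0.05 from limma, 6 when adjusted over the list alone and 0 when adjusted over all probes. miR-192, which is transcribed together with miR-194, had a signal of 3184 ± 432 (SD, n = 4) in MCD-fed mice and 4051 ± 798 (SD, n = 4) with metformin, a log2 fold change of 0.42 (standard error 0.14). It was 0.38 (standard error 0.13) for miR-148a and 0.31 (standard error 0.12) for miR-122*, whereas miR-192* (0.09) and miR-101a (0.04) did not pass. miR-122, miR-194 and miR-101b are also in Table IB, which was chosen on these arrays. Of the 8 probes, 7 are in the downregulated part of Table IA, which had been read when the list was written. If Table IA rests on the same MCD arrays, higher values with metformin are more frequent for them without any effect. The median of the list was 0.35. Camera of limma gave an adjusted p of 2.55e-05 with a preset correlation and an adjusted p of 0.292 with an estimated correlation, and the mean of the list per array differed between the groups with p = 0.0571 (exact permutation test).

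miRNAs of other liver cells were measured on the same arrays. Of 10 probes of activated stellate cells and fibroblasts 8 had a negative log2 fold change and 3 were lower at an unadjusted p under 0.05, namely miR-21, the probe shared by miR-199a-3p and miR-199b (log2 fold change -0.70, standard error 0.30) and miR-199b* (-0.51, standard error 0.24); 1 was lower when adjusted over the list alone. Of 9 probes of myeloid and lymphoid cells 8 were negative and 2 lower, miR-342-3p and the neutrophil miRNA miR-223 (-0.60, standard error 0.22), of which 1 was lower when adjusted over the list alone. All 5 probes of the epithelial and biliary miR-200 family were negative and 1, miR-141, was lower (-0.43, standard error 0.17), and 0 when adjusted over the list alone. The endothelial miR-126-3p (0.29, standard error 0.11) and miR-126-5p (0.32, standard error 0.12) were both higher, also when adjusted over the list alone, but neither passed the unadjusted threshold with quantile normalization or plain subtraction, and the 5 probes of red blood cells were positive, with a median of 0.14, and none past the threshold. Adjusted p values from camera of limma for the stellate, immune and miR-200 lists were 0.00122, 0.00758 and 0.00169 with a preset correlation, and adjusted p = 0.331, 0.292 and 0.292 with an estimated correlation. Their medians of -0.29, -0.11 and -0.43 became -0.07, -0.02 and -0.20 without MCD replicate 3, with adjusted p values from limma of 0.153, 0.0671 and 0.0671, and quantile normalization took the median of the hepatocyte list to 0.13 (adjusted p = 0.0901 from limma).

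The arrays of each treatment also shared a position on the scanned image, which holds for every list. Table IA lists 6 of the 10 stellate, 4 of the 9 immune and 2 of the 5 miR-200 probes as upregulated. The limit given for the hepatocyte list holds for them in the other direction. Of the stellate and immune probes that were lower, miR-21 and miR-342-3p are also in Table IB, which was chosen on these arrays. From the miRNAs that were lower, the paper proposes that metformin acts on steatosis, inflammation and fibrosis through their downregulation, and it proposes miR-122, miR-194 or both as downstream targets of the pathway that metformin induces.

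**Figure D2:**
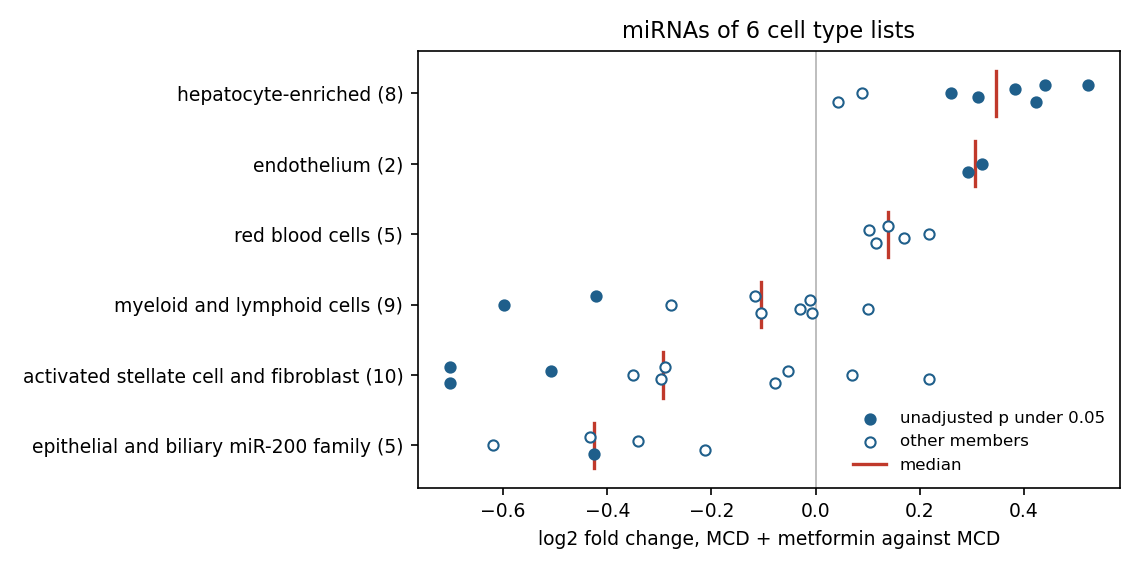
Log2 fold change, MCD + metformin against MCD, of each tested miRNA of 6 cell type lists, with the number of tested probes in brackets. Filled points passed an unadjusted p of 0.05 from limma and red lines mark the medians. The hepatocyte and endothelial miRNAs lie to the right of 0, and most of the stellate cell, immune cell and miR-200 probes to the left.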

Hu *et al* (14) recently reported that miRNA-122 is a liver-specific miRNA and acts as a suppressor of cell proliferation and carcinogenesis in hepatocytes (19). Additionally, it has been described that miRNA-122 is downregulated in NASH and may alter lipid metabolism in the liver (13). Furthermore, Tsai *et al* (20) have shown that loss of miRNA-122a induces steatosis, fibrosis and hepatocarcinogenesis. Currently, several target genes of miRNA-122 have been shown to be involved in hepatocarcinogenesis, such as a distintegrin and metalloproteinase family 10 (ADAM10), serum response factor (SRF) (21), insulin-like growth factor 1 receptor (Igf1R) (22), cyclin G1 (23) and Wnt1 (24). However, the target gene of miRNA-122 involved in lipid metabolism remains elusive (25). Similar to miRNA-122, downregulation of miRNA-194 enhances the expression of frizzled-6 (FZD6) and promotes tumorigenesis in the adult liver (26). miRNA-194 is also considered to be a marker of hepatic epithelial cells and inhibits the metastasis of liver cancer cells (27). In various types of cancer, such as gastric (28), endometrial cancer (29,30), renal cell carcinoma (31) and colorectal cancer (32) miRNA-194 inhibits tumor invasion and metastasis. Taken together, it is suggested that one of the downstream targets of the metformin-induced pathway is miRNA-122 and/or miRNA-194.

In conclusion, we identified nine key miRNAs that were modulated by metformin in the NASH liver of MCD-fed mice. Our findings also suggest that the regulation of these key miRNAs serves as a novel therapeutic candidate for human NASH.

## Figures and Tables

**Figure 1:**
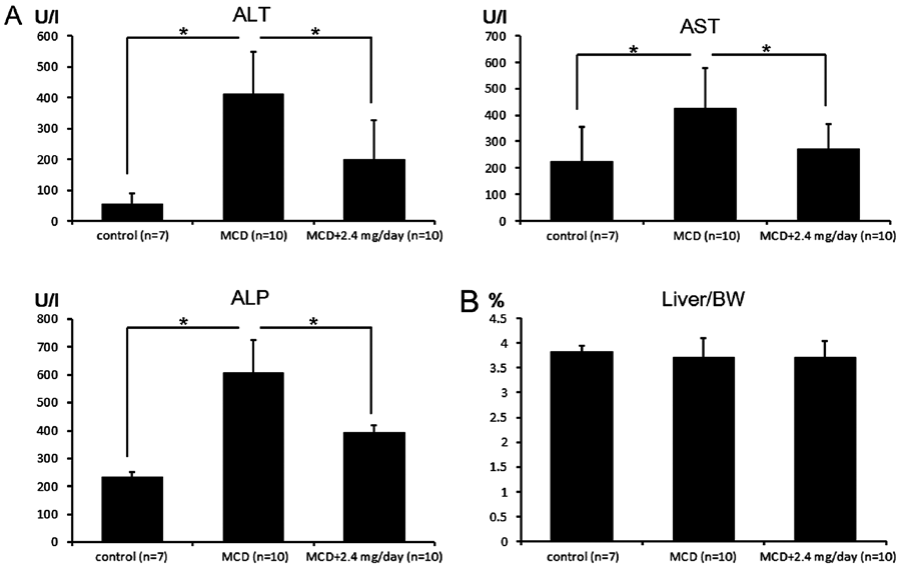
(A) The effect of metformin on ALT, AST and ALP levels in MCD-fed mice. MCD-fed mice had higher levels of plasma ALT, AST and ALP, while metformin prevented this increase. Data are shown as the mean ± SD (^*^P<0.025 when compared with the normal group or MCD-fed mice). (B) The effect of metformin on the liver/body weight ratio of MCD-fed mice. There was no significant difference among the groups. Data are shown as the mean ± SD.

**Figure 2:**
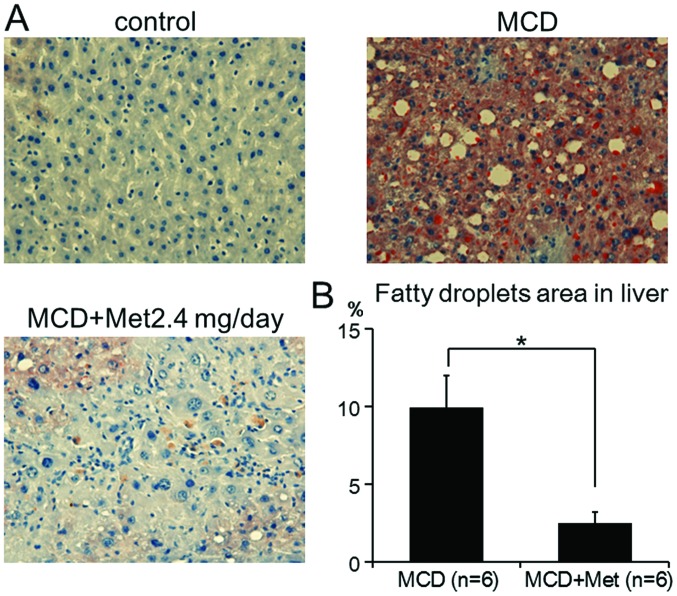
Metformin attenuates the development of MCD-induced hepatic steatosis. (A) Paraffin-embedded sections were stained with Oil red-O (original magnification, x200). Livers of the MCD-fed mice exhibited severe steatosis. Metformin attenuated the development of MCD-induced hepatic steatosis. (B) Image analysis of the Oil red-O-stained liver sections was performed using an image analysis system. Metformin significantly attenuated hepatic steatosis. Data are shown as the mean ± SD (^*^P<0.05).

**Figure 3:**
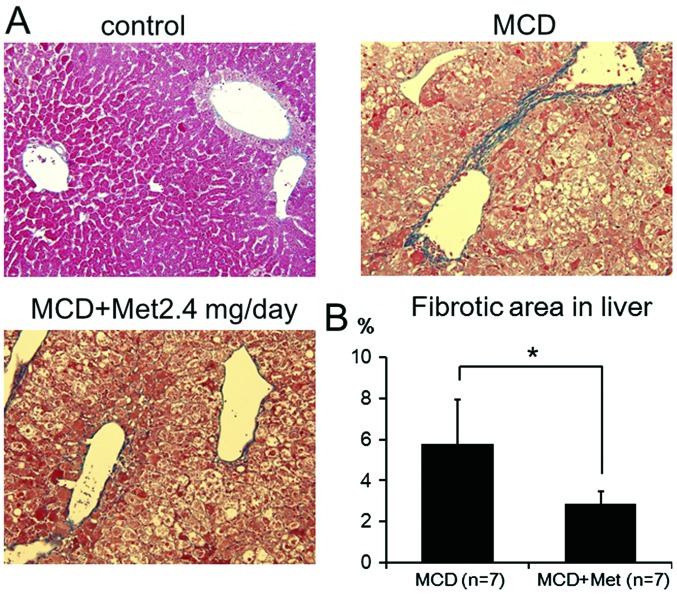
Metformin prevents liver fibrosis. (A) Paraffin-embedded sections were stained with Azan staining (original magnification, x200). (B) Image analysis of the Azan-stained liver sections was performed using an image analysis system. Metformin significantly attenuated liver fibrosis. Data are shown as the mean ± SD (^*^P<0.05).

**Figure 4:**
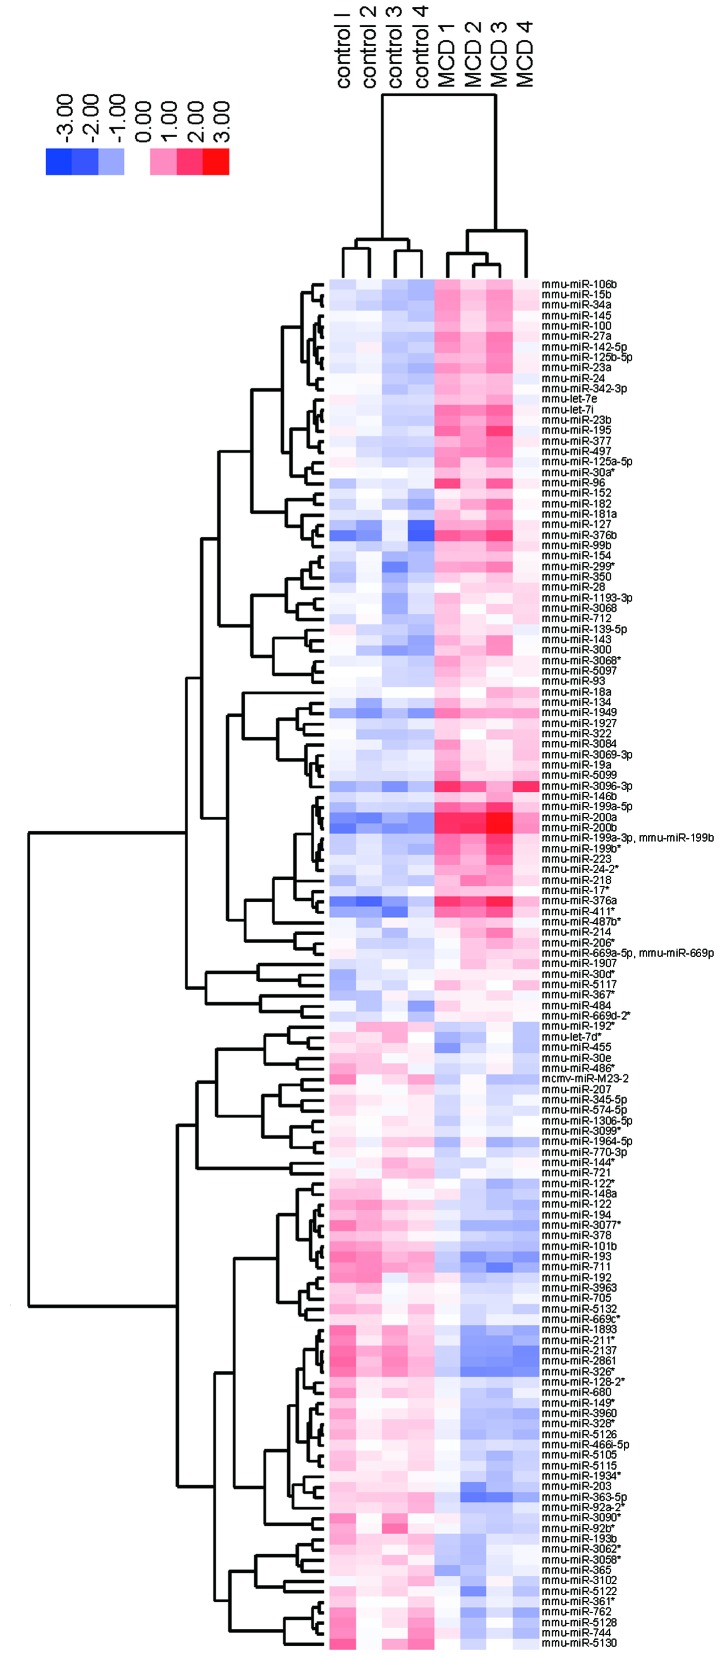
Hierarchical clustering of liver tissues from MCD-fed mice and control group. Liver tissue was clustered according to the expression profiles of 131 differentially expressed miRNAs between the MCD-fed mice and the control group. The analyzed samples are reported in columns and the miRNAs are presented in rows. The miRNA clustering tree is shown on the left, and the sample clustering tree appears at the top. The color scale shown at the top indicates the relative expression level of miRNAs, with red representing a high expression level and blue, a low expression level.

**Figure 5:**
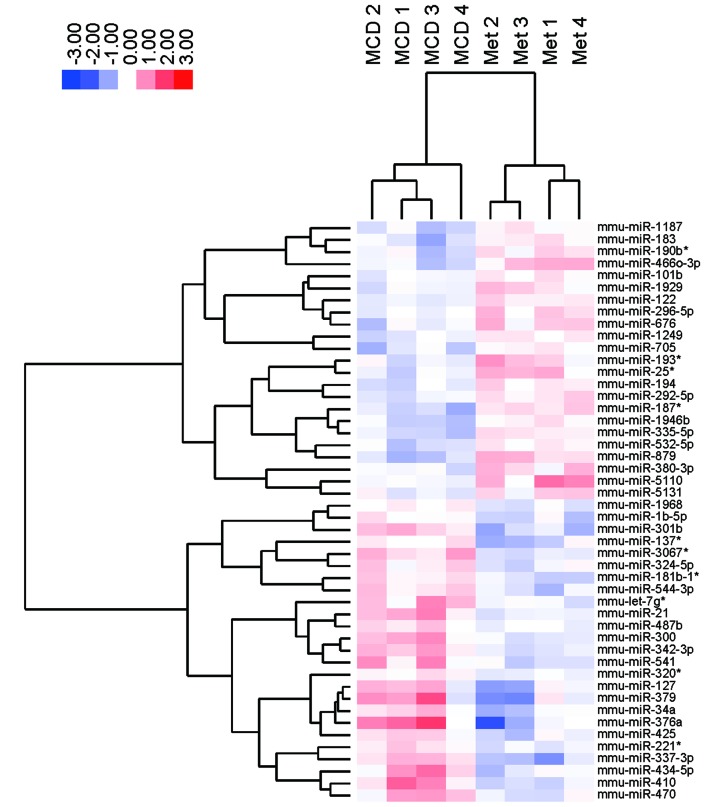
Hierarchical clustering of liver tissues from MCD-fed mice with or without metformin. Liver tissue was clustered according to the expression profiles of 48 differentially expressed miRNAs between metformin-treated and non-treated MCD-fed mice.

**Figure 6:**
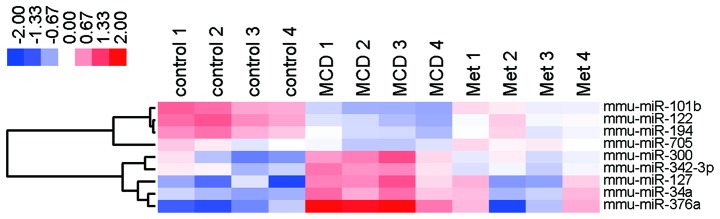
Metformin regulates the microRNA expression induced by an MCD diet. miR-376a, miR-127, miR-34a, miR-300 and miR-342-3p were downregulated, and miR-122, miR-101b, miR-194 and miR-705 were upregulated in MCD-fed mice after treatment with metformin.

**Table I:** Statistical analysis of miRNAs in liver tissues between MCD-fed mice and control group (P<0.05) and between MCD-fed mice treated and untreated with metformin (P<0.05).

A, Statistical analysis of miRNAs in liver tissues between MCD-fed mice and control group		
Upregulated microRNA	P-value	Fold (MCD/control) mean ± SD
mmu-miR-200b	0.00016	10.454±5.110
mmu-miR-200a	0.00021	9.572±3.666
mmu-miR-376a^a^	0.00062	8.165±3.935
mmu-miR-3096-3p	0.00043	5.578±1.768
mmu-miR-376b	0.00367	5.326±1.933
mmu-miR-411*	0.00126	4.670±2.692
mmu-miR-1949	0.00003	3.677±0.672
mmu-miR-199a-5p	0.00152	3.646±1.482
mmu-miR-199a-3p, -199b	0.00374	3.460±1.875
mmu-miR-199b*	0.00387	3.193±1.448
mmu-miR-127^a^	0.00488	3.042±0.584
mmu-miR-299*	0.00749	2.959±1.861
mmu-miR-96	0.02105	2.797±1.802
mmu-miR-195	0.04001	2.536±1.569
mmu-miR-300^a^	0.00971	2.487±1.277
mmu-let-7i	0.00635	2.478±0.882
mmu-miR-223	0.00614	2.374±1.042
mmu-miR-218	0.00168	2.365±0.392
mmu-miR-497	0.01038	2.347±0.865
mmu-miR-15b	0.00131	2.329±0.517
mmu-miR-23a	0.00458	2.326±0.666
mmu-miR-27a	0.00415	2.304±0.770
mmu-miR-34a^a^	0.00054	2.300±0.519
mmu-miR-182	0.01445	2.288±0.883
mmu-miR-377	0.00406	2.273±0.853
mmu-miR-23b	0.01032	2.187±0.787
mmu-miR-99b	0.00218	2.124±0.326
mmu-miR-142-5p	0.02372	2.077±0.971
mmu-miR-24-2*	0.00260	2.013±0.649
mmu-miR-143	0.02913	1.999±0.763
mmu-miR-214	0.02618	1.981±1.168
mmu-miR-125b-5p	0.00692	1.973±0.646
mmu-miR-106b	0.00414	1.913±0.432
mmu-miR-350	0.00433	1.877±0.612
mmu-miR-154	0.00706	1.867±0.504
mmu-miR-134	0.00576	1.822±0.308
mmu-miR-5099	0.00408	1.776±0.397
mmu-miR-145	0.01834	1.766±0.446
mmu-miR-342-3p^a^	0.01310	1.726±0.445
mmu-miR-322	0.00698	1.725±0.393
mmu-miR-206*	0.01010	1.718±0.550
mmu-miR-146b	0.00117	1.713±0.362
mmu-miR-125a-5p	0.04886	1.681±0.555
mmu-miR-100	0.00402	1.653±0.355
mmu-miR-5117	0.02651	1.645±0.628
mmu-miR-3084	0.01816	1.644±0.322
mmu-miR-3068*	0.00874	1.624±0.221
mmu-miR-3068	0.03368	1.616±0.607
mmu-miR-24	0.04066	1.610±0.371
mmu-miR-181a	0.02427	1.610±0.241
mmu-miR-1193-3p	0.03269	1.600±0.340
mmu-miR-484	0.04737	1.594±0.474
mmu-miR-712	0.01563	1.592±0.346
mmu-miR-17*	0.00911	1.589±0.423
mmu-let-7e	0.04746	1.546±0.483
mmu-miR-19a	0.00447	1.517±0.233
mmu-miR-3069-3p	0.00558	1.511±0.143
mmu-miR-28	0.01445	1.498±0.392
mmu-miR-487b*	0.04660	1.482±0.540
mmu-miR-139-5p	0.04861	1.473±0.220
mmu-miR-1907	0.01444	1.456±0.302
mmu-miR-30d*	0.03344	1.443±0.404
mmu-miR-367*	0.04441	1.427±0.318
mmu-miR-1927	0.00348	1.418±0.067
mmu-miR-152	0.03278	1.409±0.190
mmu-miR-5097	0.04393	1.404±0.145
mmu-miR-669d-2*	0.01348	1.381±0.178
mmu-miR-669a-5p, -669p	0.03866	1.364±0.338
mmu-miR-93	0.02876	1.349±0.080
mmu-miR-18a	0.02997	1.340±0.196
mmu-miR-30a*	0.04034	1.273±0.171

Downregulated microRNA	P-value	Fold (MCD/control) mean ± SD
mmu-miR-326*	0.00020	0.263±0.038
mmu-miR-2861	0.00046	0.263±0.046
mmu-miR-2137	0.00032	0.274±0.029
mmu-miR-193	0.00009	0.275±0.055
mmu-miR-711	0.00007	0.289±0.069
mmu-miR-1893	0.00221	0.371±0.036
mmu-miR-363-5p	0.00128	0.373±0.159
mmu-miR-3077*	0.00101	0.379±0.042
mmu-miR-211*	0.00315	0.390±0.065
mmu-miR-101b^a^	0.00020	0.418±0.051
mmu-miR-122^a^	0.00031	0.439±0.031
mmu-miR-762	0.01481	0.501±0.135
mmu-miR-5126	0.00178	0.502±0.046
mmu-miR-193b	0.00074	0.527±0.115
mmu-miR-5130	0.02714	0.533±0.186
mmu-miR-328*	0.00114	0.534±0.076
mmu-miR-3960	0.01064	0.541±0.066
mmu-miR-203	0.01068	0.546±0.148
mmu-miR-192	0.03496	0.550±0.203
mmu-miR-92b*	0.02031	0.551±0.186
mcmv-miR-M23-2	0.01668	0.565±0.336
mmu-let-7d*	0.01249	0.569±0.106
mmu-miR-744	0.04968	0.572±0.210
mmu-miR-194^a^	0.00228	0.574±0.078
mmu-miR-5128	0.02948	0.574±0.226
mmu-miR-92a-2*	0.00074	0.577±0.056
mmu-miR-680	0.01109	0.580±0.130
mmu-miR-5122	0.03256	0.585±0.146
mmu-miR-455	0.01402	0589±0.161
mmu-miR-378	0.00397	0.590±0.050
mmu-miR-5132	0.00272	0.597±0.129
mmu-miR-192*	0.01510	0.597±0.127
mmu-miR-3090*	0.04577	0.600±0.179
mmu-miR-5105	0.00690	0.606±0.059
mmu-miR-122*	0.01276	0.613±0.114
mmu-miR-365	0.01093	0.618±0.140
mmu-miR-5115	0.00646	0.639±0.093
mmu-miR-1964-5p	0.02701	0.641±0.395
mmu-miR-3058*	0.01002	0.643±0.177
mmu-miR-3062*	0.01120	0.650±0.184
mmu-miR-486*	0.02615	0.654±0.160
mmu-miR-148a	0.04264	0.662±0.120
mmu-miR-128-2*	0.00337	0.673±0.056
mmu-miR-1934*	0.01077	0.690±0.163
mmu-miR-149*	0.03050	0.698±0.053
mmu-miR-3102	0.04832	0.705±0.226
mmu-miR-3963	0.02807	0.721±0.141
mmu-miR-144*	0.04255	0.722±0.100
mmu-miR-466i-5p	0.00734	0.730±0.063
mmu-miR-30e	0.03175	0.759±0.210
mmu-miR-345-5p	0.01213	0.761±0.136
mmu-miR-721	0.04609	0.761±0.202
mmu-miR-770-3p	0.00998	0.764±0.151
mmu-miR-361*	0.03287	0.771±0.105
mmu-miR-207	0.02826	0.782±0.166
mmu-miR-669c*	0.01509	0.785±0.121
mmu-miR-1306-5p	0.03743	0.796±0.153
mmu-miR-705^a^	0.04984	0.803±0.071
mmu-miR-574-5p	0.03902	0.812±0.168
mmu-miR-3099*	0.03862	0.866±0.111

B, Statistical analysis of miRNAs in liver tissues between MCD-fed mice treated and untreated with metformin		
Upregulated microRNA	P-value	Fold (MCD+metformin/MCD mean ± SD
mmu-miR-879	0.00305	2.003±0.478
mmu-miR-5110	0.02983	1.893±0.673
mmu-miR-466o-3p	0.01079	1.864±0.615
mmu-miR-187*	0.00583	1.792±0.626
mmu-miR-25*	0.01722	1.708±0.589
mmu-miR-676	0.04309	1.633±0.737
mmu-miR-193*	0.03590	1.585±0.344
mmu-miR-335-5p	0.00405	1.550±0.209
microRNA	P-value	mean ± SD
mmu-miR-183	0.04925	1.531±0.522
mmu-miR-1946b	0.01225	1.519±0.334
mmu-miR-380-3p	0.04656	1.492±0.511
mmu-miR-705^a^	0.04487	1.475±0.366
mmu-miR-190b*	0.04529	1.453±0.181
mmu-miR-1187	0.03109	1.436±0.419
mmu-miR-1929	0.03159	1.422±0.441
mmu-miR-194^a^	0.01756	1.406±0.337
mmu-miR-5131	0.03440	1.400±0.356
mmu-miR-532-5p	0.02742	1.398±0.319
mmu-miR-296-5p	0.02568	1.380±0.313
mmu-miR-292-5p	0.01003	1.374±0.192
mmu-miR-1249	0.02044	1.310±0.215
mmu-miR-122^a^	0.00370	1.294±0.169
mmu-miR-101b^a^	0.03923	1.199±0.165

Downregulated microRNA	P-value	Fold (MCD+metformin/MCD) mean ± SD
mmu-miR-376a^a^	0.02593	0.398±0.419
mmu-miR-337-3p	0.00407	0.487±0.206
mmu-miR-301b	0.00559	0.500±0.118
mmu-miR-379	0.04427	0.516±0.453
mmu-miR-410	0.02336	0.528±0.285
mmu-miR-434-5p	0.04516	0.556±0.176
mmu-miR-541	0.04030	0.593±0.236
mmu-miR-21	0.01198	0.595±0.181
mmu-miR-3067*	0.00460	0.596±0.127
mmu-miR-127^a^	0.04540	0.602±0.391
mmu-miR-342-3p^a^	0.00438	0.608±0.175
mmu-miR-300^a^	0.01321	0.608±0.211
mmu-miR-137*	0.02554	0.636±0.163
mmu-miR-470	0.02195	0.637±0.267
mmu-miR-544-3p	0.02228	0.643±0.076
mmu-let-7g*	0.03398	0.653±0.240
mmu-miR-34a^a^	0.04413	0.657±0.294
mmu-miR-181b-1*	0.00829	0.664±0.087
mmu-miR-425	0.03213	0.688±0.209
mmu-miR-1b-5p	0.03025	0.728±0.213
mmu-miR-324-5p	0.04661	0.737±0.187
mmu-miR-221*	0.01899	0.755±0.154
mmu-miR-487b	0.03325	0.791±0.116
mmu-miR-1968	0.01716	0.798±0.085
mmu-miR-320*	0.01552	0.839±0.108

a miRNA expression A is contrary to that in B.

## Abbreviations

miRNA: microRNA
NASH: non-alcoholic steatohepatitis
NAFLD: non-alcoholic fatty liver disease
HCC: hepatocellular carcinoma
TNFα: tissue necrotic factor α
IL-10: interleukin-10
ALT: alanine aminotransferase
AST: aspartate aminotransferase
ALP: alkaline phosphatase
MCD: methionine-and choline-deficient diet

How the deposited data were processed for this re-analysis (not part of the article)

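Liver RNA of 4 mice fed the MCD diet and of 4 MCD-fed mice treated with 2.4 mg/day metformin, each for 15 weeks, was measured on 8 one-colour mouse miRNA arrays. Groups and replicate numbers were taken from the sample labels, and the paper's description of its heat map gives 4 individual animals per group. The study had 10 animals in each of these groups according to the paper's methods, and which of them were arrayed is not given in the sources used here. The arrays of control mice on a normal diet are not analysed here.

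The authors labelled the RNA, scanned the arrays and read the intensity of each spot, and the deposited scanner values hold the median signal intensity of each spot and of its local background on a linear scale, without subtraction or normalization. The deposited value table holds intensity too. It was set against the scanner values: each of its columns is a straight line of that array's signal, within 0.00582 at most, with an offset equal to the mean of the blank spots after trimming and a scale that brings the median of the listed probes to 45. It is linear, is not centred per probe, and leaves dim probes empty. The methods also name normalization to 28S RNA and baseline correction to the median of all samples, and neither could be seen in these values. They further name an analysis of variance across the groups, which was not run.

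All values in the text, unless marked as the paper's or the deposited table's, were computed from the scanner values with R 4.3.3 and limma 3.58.1. The background was corrected with normexp (offset 50), blank and control spots were left out afterwards, values were taken to log2, and each array was shifted by its median over the 451 probes detected on all 8 arrays, which is the global normalization that the methods name restricted to detected probes. A probe counted as detected above the mean + 2 SD of the blank spots of its array, and 1070 of the 1135 probes, detected on at least 4 arrays, were tested with lmFit and eBayes, unpaired and two-sided, with Benjamini-Hochberg adjustment. Log2 fold changes are MCD + metformin against MCD. Because of the offset they understate the change of dim probes. Signals given with an SD are scanner signals before background correction. Exact permutation tests used all assignments of 4 against 4, two-sided. Clustering used average linkage on Pearson's correlation of values centred per probe, and its result is the number of arrays on the wrong side of the first split.

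There were 16 lists of miRNAs, written from general knowledge before the data were examined but after the paper's tables had been read: hepatocyte-enriched, Dlk1-Dio3 cluster, activated stellate cell and fibroblast, miR-29 family, epithelial and biliary miR-200 family, miR-183 cluster, myeloid and lymphoid cells, red blood cells, endothelium, muscle, pancreas, brain, miR-34 family, miR-17-92 cluster and its paralogs, let-7 family, and lipid and glucose metabolism. They were tested with camera of limma with a preset correlation of 0.01 and, as alternatives, with an estimated correlation and with fry, where at least 3 members were tested. The rule for named miRNAs, also fixed beforehand, was the 9 miRNAs the paper names, the 10 higher and 10 lower probes with the largest change past an adjusted p of 0.05, filled up by the smallest unadjusted p, and up to 4 members of each list with the smallest p; other names are the paper's, or were chosen after their values were seen. miRNA names are those of the array, and 1 listed miRNA, the muscle miR-1, had no probe of that name.

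The functions were tested on simulated data: 200 of 1070 probes were changed in 50 simulated comparisons of 4 against 4 arrays, with the means and spreads of these probes. An adjusted p of 0.05 from limma recovered 78.8% of the probes changed by 0.5 and 98.5% of those changed by 1 on the log2 scale, with 3.93% false calls, and 4.98% of unchanged probes passed the unadjusted threshold. These simulations assume probes that vary independently of each other. They also change many probes at once, which eases the adjusted threshold. The recovered shares are therefore a check of the functions and not the power in these data, where no probe passed. The alternatives were quantile normalization, scaling on all probes and no scaling, 3 other background corrections set beforehand, other filters on dim probes, the deposited value table, the methods' t-test, eBayes with trend and robust variance, the replicate number as a block, and leaving out each array. A filter on the negative control spots, a background from the blank spots, and the methods' t-test on the deposited table were added after seeing the data. Scaling to 28S and a block for scan date or slide were planned but not run, since 0 probe names contain 28S and 0 columns give a date or slide.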

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

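Of 84 groups of 4 arrays tested for 1 array far from the other 3, of which chance would pick out about 5%, 1 did so. The normalized log2 value of miR-367* was -0.50 on MCD replicate 3 and -0.77 to -0.74 on the other MCD arrays. This probe exceeded the negative control spots on 0 arrays.

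The paper's text does not discuss probes for viral miRNAs, although Table IA lists 1 of them, mcmv-miR-M23-2, among its downregulated miRNAs. Its log2 fold change with metformin was -0.01 (adjusted p = 0.991 from limma). Of the 39 viral probes, 2 others exceeded the negative control spots on all 8 arrays: mcmv-miR-M23-1-5p, a miRNA of murine cytomegalovirus, with a signal between 780 and 1027 (median 834), and mghv-miR-M1-9, a miRNA of murine gammaherpesvirus, between 305 and 357 (median 340). Their log2 fold changes with metformin were -0.07 (adjusted p = 0.929 from limma) and 0.02 (adjusted p = 0.985 from limma). No explanation of these signals was tested.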

How the results depend on the processing

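The filter on the negative control spots, the background from the blank spots, and the methods' t-test on the deposited table over the probes listed on all 8 arrays were chosen after seeing the data. That filter also changed the scaling, which moved every log2 fold change down alike. The hepatocyte median, for example, went from 0.347 to 0.228. Its results therefore mix the filter with a new scaling. Over 23 alternatives, the 47 named miRNAs gave 1043 values, of which 1030 kept the direction and the side of the adjusted threshold of limma, 12 newly passed it and 1 reversed. This was miR-146b, at -0.0176 with the filter on the negative control spots, against 0.10. Its reversal is the rescaling of that setting, which moves all probes alike. The lists with a set test and both parts of Table IA, 16 in all, gave 336 values over 22 alternatives: 280 the same, 40 no longer past the threshold, 1 newly past it and 15 reversed in the direction of the test. These 15 concern the let-7, pancreas and miR-17-92 lists; the last passed without MCD replicate 1 (adjusted p = 0.0487 from limma), the others in no alternative. The median of the let-7 list was -0.157 with quantile normalization, -0.0938 with plain subtraction, -0.0029 with the deposited table, -0.0442 with the filter on the negative controls, 0.000177 with the background from the blank spots, and from -0.0665 to 0.198 without 1 array, where leaving out MCD replicate 2 or 4 or metformin replicate 1 reversed its test. That of the pancreas list was 0.00183 with quantile normalization, -0.0439 without scaling, 0.0149 without a filter, 0.0273 with offset 0, and from -0.0388 to 0.0616 without 1 array, where leaving out MCD replicate 1 or metformin replicate 1 reversed its test. The median of the miR-17-92 list was 0.00614 with plain subtraction. The Dlk1-Dio3 list passed with camera at its preset correlation in every alternative that kept this test, but with plain subtraction its median was 0.00495, against the direction of its test.

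No probe passed an adjusted p of 0.05 from limma, and 101 passed an unadjusted one. The adjusted count was 5 with the filter on the negative controls, from 0 to 9 without 1 array (9 without MCD replicate 4), and 0 in the others. The unadjusted count was 56 for probes detected on all 8 arrays and 28 with the filter on the negative controls. Both test fewer probes, and the filter on the negative controls also rescales the arrays. The count was 48 with the methods' t-test on the deposited table, and 81 to 100 without 1 array. Higher and lower probes, 68 and 33, were 41 and 39 without background correction, 31 and 52 in the deposited table, 41 and 40 with the background from the blank spots, and 5 and 23 with the filter on the negative controls. The rescaling of this last setting lowers every log2 fold change and so favours lower calls. The count with a fold of 1.5, 12, was 4 without background correction, 41 with offset 0, 6 for probes detected on all 8 arrays, 80 in the deposited table, 6 with the methods' t-test, 27 with that test on the deposited table, and 7 to 17 without 1 array. Of the 9 miRNAs the paper names, 5 passed the unadjusted threshold in the deposited table (0 higher and 5 lower) and 5 with the filter on the negative controls (1 higher and 4 lower), and 7 to 9 without 1 array. Of Table IB, 28 passed, and 8 with that filter, 48 with the methods' t-test on the deposited table, and 22 to 26 without 1 array. Of the lists 7 passed, 4 with quantile normalization, 0 with an estimated correlation, 0 with fry, and 4 to 8 without 1 array (4 without MCD replicate 3). In the clustering 0 arrays were out of place, 1 with Euclidean distance, 4 with all tested probes and 0 to 1 without 1 array. Where no construction is named, the cause was not tested.

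With the replicate number as a block, 0 probes passed the adjusted threshold and 87 the unadjusted one. The numbers do not pair the arrays: deviations of same-numbered arrays correlated at 0.0219, 0.0311, -0.301 and -0.136, and 0 arrays correlated best with their own number. Higher and lower probes were then 62 and 25. Scaling to 28S and a block for scan date or slide were not run, for want of such probes and columns. Signal over background limits what dim probes can show: 198 to 284 of 1135 probes exceeded the negative control spots.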

Differences from the paper's values

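At the paper's threshold, an unadjusted P under 0.05, the paper counts 23 upregulated miRNAs in MCD-fed mice treated with metformin, and 68 were higher here at an unadjusted p from limma. Among the alternatives set before the data were examined, the count came within 1.5 times the paper's without scaling (24) and with the deposited value table (31), and did not with the others. Those settings gave 60 and 52 lower probes, against the paper's 25 downregulated miRNAs and 33 here. The paper's counts, 23 and 25, were reached with the methods' t-test on the log2 of the deposited table over the 620 probes listed on all 8 arrays. This setting was chosen after seeing the values, as the one of 4 versions tried that gave them; it drops 0 of the paper's 48 miRNAs, its P values differ from those of the paper by 4.6e-05 at most, 31 calls are expected by chance, and 0 pass after Benjamini-Hochberg adjustment (smallest adjusted value 0.451). It also calls the 20 miRNAs of Table IB that did not pass here.

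The folds in Table IB were set beside the mean of the ratios of same-numbered arrays, and 31 of the 48 lay within the paper's SD of them. A fold was counted as differing when it lay beyond the larger SD and was also more than 1.5 times higher or lower, which held for 3. For miR-879 the paper gives 2.003 ± 0.478 (SD) and the value here was 1.26 ± 0.17 (SD, n = 4). Of the alternatives set before the data were examined, normexp with offset 0 (1.55) and the deposited table (2.00) brought it within the paper's SD. With plain subtraction (1.37) it was still outside that SD but within 1.5 times the paper's value, and with the others it differed. For miR-337-3p the paper gives 0.487 ± 0.206 (SD) and the value here was 0.753 ± 0.103 (SD, n = 4). It no longer differed without scaling (0.719), with offset 0 (0.648), with the deposited table (0.487), without MCD replicate 4 (0.708) and without metformin replicate 4 (0.712), and differed with the other alternatives set beforehand. The filter on the negative control spots, chosen after seeing the values, drops this miRNA from the test. For miR-301b the paper gives 0.5 ± 0.118 (SD) and the value here was 0.822 ± 0.0851 (SD, n = 4), which no longer differed with offset 0 (0.715) and the deposited table (0.500), and differed with the other alternatives. With the deposited table all 48 folds lay within the paper's SD, and 46 within 0.001 of its values.

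The methods give a change over 50% as a criterion, to be met by 1 or more time-points of each sample. Table IB gives mean folds, which are another measure, so the counts below do not show whether the criterion was met. In Table IB, 13 of the 23 upregulated folds are under 1.5, and of the 25 downregulated ones 22 are above 0.5 and 7 above 2/3.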

Other observations

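The miR-29 family, which represses collagens and other matrix genes, had positive log2 fold changes with metformin in all 3 members: 0.37 (standard error 0.15) for miR-29c, 0.31 (standard error 0.14) for miR-29b and 0.24 (standard error 0.13) for miR-29a. The first 2 passed an unadjusted p of 0.05 from limma and 0 passed when adjusted over the list alone or over all probes. Camera of limma gave an adjusted p of 0.0169 with a preset correlation and an adjusted p of 0.292 with an estimated correlation. With the preset correlation the call was lost with quantile normalization (median 0.11 against 0.31, adjusted p = 0.133 from limma), plain subtraction (median 0.15, adjusted p = 0.513), the deposited table (median 0.24, adjusted p = 0.206), the filter on the negative controls (median 0.19, adjusted p = 0.0789) and the background from the blank spots (median 0.23, adjusted p = 0.0613), the last 2 chosen after seeing the data. The adjusted p from limma was 0.0739, 0.0919, 0.0913 and 0.0649 without MCD replicate 2, MCD replicate 4, metformin replicate 1 and metformin replicate 2, with medians of 0.27, 0.25, 0.24 and 0.26. Of 11 probes for miRNAs of lipid and glucose metabolism 9 were positive and 2 were higher at an unadjusted p under 0.05 from limma. These 2, miR-122 and miR-335-5p (0.38, standard error 0.12), were also higher when adjusted over the list alone. miR-122 counts in the hepatocyte list too. Both are in Table IB, which was chosen on these arrays and had been read when this list was written. The median was 0.16, with adjusted p = 0.0214 from camera of limma and adjusted p = 0.292 with an estimated correlation; without MCD replicate 2, MCD replicate 4 and metformin replicate 1 the adjusted p from limma was 0.109, 0.0812 and 0.122 with the preset correlation (medians 0.08, 0.13 and 0.09). The adjusted p was 0.365 with quantile normalization (median 0.07), 0.513 with plain subtraction (median 0.10), 0.171 with the deposited table (median 0.11), 0.276 with the filter on the negative controls (median 0.05) and 0.121 with the background from the blank spots (median 0.09).

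Other lists did not pass the set test. In the miR-17-92 cluster and its paralogs 11 of 13 probes were positive and 1, miR-20a (0.37, standard error 0.13), was higher at an unadjusted p under 0.05 (adjusted p of the list = 0.158 from camera of limma). The adjusted p values from camera of limma were 0.158 for red blood cells, 0.414 for the miR-183 cluster (median -0.12), 0.514 for brain (median 0.09), 0.716 for the let-7 family (median 0.07) and 0.953 for pancreas (median 0.03), each with 0 members past the unadjusted threshold. The muscle list had 2 tested members, with a median of -0.01 and no set test.

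Table IA compares MCD-fed mice with mice on a normal diet, whose arrays are not analysed here. Of its 131 miRNAs 92, or 70.2%, had the opposite direction with metformin: 45 of the 71 upregulated ones were negative (median -0.08) and 47 of the 60 downregulated ones positive (median 0.16). At an unadjusted p under 0.05 from limma, 11 of the upregulated ones were lower with metformin and 4 were higher. Of the downregulated ones 15 were higher and 0 lower at that threshold. The median of the upregulated part lay between -0.13 and -0.03 without 1 array: it was -0.05 without MCD replicate 1, -0.13 without MCD replicate 2, -0.03 without MCD replicate 3, -0.13 without MCD replicate 4 and -0.05 without metformin replicate 2. It was -0.15 without scaling, -0.16 with plain subtraction, -0.18 in the deposited table, and, in settings chosen after seeing the data, -0.20 with the filter on the negative controls and -0.13 with the background from the blank spots. That of the downregulated part was 0.11 with quantile normalization, 0.09 without scaling, 0.09 without background correction and 0.10 with the filter on the negative controls. Camera of limma gave p = 7.63e-06 and 2.77e-06 with a preset correlation, and p = 0.2 and 0.0556 with an estimated correlation. With plain subtraction the downregulated part no longer passed (median 0.10, adjusted p = 0.0889 from camera of limma). Whether both tables rest on the same MCD arrays is not given in the sources used here. If they do, opposite directions can be frequent without any effect. In 1000 simulated comparisons that assume shared MCD arrays and no effect, 86.4% of the miRNAs called against the normal diet were opposite. Every simulated call is noise, whereas miRNAs called for a real diet difference would be opposite less often. The 86.4% is therefore not the share to expect for Table IA and cannot be set against the 70.2%. In both tables were 9 miRNAs with opposite directions and 0 with the same one; independent tables of these sizes would give 2.54 and 2.08 for the 2 kinds of reversal. The simulations gave 5.59 ± 2.35 (SD), at most 15, but they called 31 miRNAs on average against the normal diet, whereas Table IA lists 63 and 56 of the probes used, so this number is not on the same footing as the 9.

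Of the tests below, those of the adjusted count, of the share of hepatocyte RNA and of the matched lists for each background correction were chosen after their results had been seen. The probes with the smallest p values and the directions of the lists had also been seen when the other tests were set, though not what those tests measure. Each result was set against all 35 splits of the 8 arrays into 4 and 4. The 101 probes past the unadjusted threshold were matched by 1 other split, so that 2 splits gave as many (101 at most among the others), and chance is not excluded. The count of probes with a 1.5-fold change as well was 12, with 4 splits giving as many (14 at most among the others), so chance is not excluded there either. At the adjusted threshold the real split gave 0 probes, which all 35 splits must reach (2 at most among the others), so the splits test nothing there. With probes chosen anew for each split, 30 of the 35 splits were separated without error by the clustering, so the 0 arrays out of place do not exclude chance either. A difference in array position could also contribute to the count: 3 of 30 viral probes passed, which is 10% (95% limits 2.11% to 26.5%, exact Clopper-Pearson) against 9.42% of 1040 mouse probes, and the interval is too wide to exclude it, so position and treatment cannot be told apart.

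For the lower Dlk1-Dio3 members, a general background effect on dim probes is argued against. Of 10000 random lists matched on mean signal 0% had a median as low as -0.05, and they had 1.74 lower probes on average and 8 at most, against 15. The random lists hold unrelated probes, whereas members of 1 cluster can vary together, so the 0% overstates the evidence. The cluster also has 10 members on the downregulated side of Table IB, which was chosen on these arrays and had been read. The median itself depends on the processing, being 0.005 with plain subtraction and -0.01 without MCD replicate 2. The matched lists were drawn again for each background correction: with plain subtraction the median of matched lists was 0.06, 0% were as low as the list, and they had at most 5 lower probes against 15, and with the other background corrections 0% were as low either. Chance is not excluded for the median, since 8 of 35 splits gave one as far from 0 (0.046 in size, 0.0803 at most among the others). Nor is it excluded for the number of members past the unadjusted threshold in either direction, which was 16 for the real split and 22 for another one. A smaller share of stellate cells or fibroblasts may contribute and stays open, as the median of their list was -0.294, but 13 of 35 splits gave one as large in size (0.294, with 0.525 at most among the others), and without MCD replicate 3 it was -0.07. Array position and an effect of metformin on the cluster itself stay open and were not tested apart. Table IA lists 12 of the tested probes of the cluster, most of them as upregulated. An effect of shared MCD arrays, if they are shared, stays open too.

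For the hepatocyte miRNAs, 1 of 35 splits, the real one, gave a median as far from 0 (0.347, 0.299 at most among the others). This count does not exclude chance: 1 is the smallest count possible, and the list is one of several set against the splits. Of its 8 probes 3 are in Table IB, which was chosen on these arrays and had been read, and this favours the real split. The mean of the list per array gave p = 0.0571 (exact permutation test). For the gap between this list and the mean of the stellate, miR-200 and immune medians the count of splits was also 1 (0.622, 0.565 at most among the others). That decides nothing, since the gap was defined after the directions were seen. A larger share of hepatocyte RNA, with all other cells reduced alike, would lower the miRNAs of all of them. The mean of the endothelial miR-126 arms was instead 0.306, each above 0 by more than 2 standard errors. Quantile normalization took mmu-miR-126-3p to 0.13 and mmu-miR-126-5p to 0.19 on the log2 scale, where neither passed the unadjusted threshold. This check rests on the arms of 1 miRNA and covers only an equal fall of all other cells. The other lists taken alone do not exclude chance: 5 of 35 splits gave a median as far from 0 for miR-200 (0.425, 0.567 at most among the others), 12 for the immune list (0.106, 0.194), 5 for miR-29 (0.311, 0.446) and 2 for lipid and glucose metabolism (0.16, 0.208). For the upregulated part of Table IA it was 18 (0.0785, 0.185) and for the downregulated part 2 (0.163, 0.17). Array position, the choice of normalization (quantile normalization took the hepatocyte median to 0.13, adjusted p = 0.0901 from limma) and a change in hepatocytes under metformin stay open. Changes in the share of only some cell types also stay open and were not tested. Table IA lists 7 of the 8 hepatocyte probes as downregulated. Whether it shares the MCD arrays used here is not known, so an effect of such sharing stays open too.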
